# Proper splicing contributes to visual function in the aging *Drosophila *eye

**DOI:** 10.1111/acel.12817

**Published:** 2018-07-12

**Authors:** Rachel Stegeman, Hana Hall, Spencer E. Escobedo, Henry C. Chang, Vikki M. Weake

**Keywords:** aging, *Drosophila*, eye, photoreceptor, splicing, vision

## Abstract

Changes in splicing patterns are a characteristic of the aging transcriptome; however, it is unclear whether these age‐related changes in splicing facilitate the progressive functional decline that defines aging. In *Drosophila*, visual behavior declines with age and correlates with altered gene expression in photoreceptors, including downregulation of genes encoding splicing factors. Here, we characterized the significance of these age‐regulated splicing‐associated genes in both splicing and visual function. To do this, we identified differential splicing events in either the entire eye or photoreceptors of young and old flies. Intriguingly, aging photoreceptors show differential splicing of a large number of visual function genes. In addition, as shown previously for aging photoreceptors, aging eyes showed increased accumulation of circular RNAs, which result from noncanonical splicing events. To test whether proper splicing was necessary for visual behavior, we knocked down age‐regulated splicing factors in photoreceptors in young flies and examined phototaxis. Notably, many of the age‐regulated splicing factors tested were necessary for proper visual behavior. In addition, knockdown of individual splicing factors resulted in changes in both alternative splicing at age‐spliced genes and increased accumulation of circular RNAs. Together, these data suggest that cumulative decreases in splicing factor expression could contribute to the differential splicing, circular RNA accumulation, and defective visual behavior observed in aging photoreceptors.

## 1 INTRODUCTION

Normal aging is characterized by progressive and time‐dependent functional decline (Kenyon, 2010). Recent studies show that changes in splicing are part of the transcriptional signature of aging cells (Deschênes & Chabot, 2017; Stegeman & Weake, 2017). Age‐associated changes in alternative splicing have been observed in human brain and in mouse skin, skeletal muscle, bone, thymus, and white adipose tissue (Rodríguez et al., 2016; Tollervey et al., 2011). Splicing is a highly regulated and integral part of proper gene expression; thus, slight perturbations in splicing can lead to altered function and/or expression. Despite the correlation between splicing and aging in many studies, it is unclear whether age‐associated changes in splicing contribute to the functional decline observed during normal aging.

Splicing is catalyzed by the spliceosome and its associated proteins, which are targeted to splice junctions via splicing factors. More than 300 proteins and several noncoding RNAs are involved in splicing, providing multiple opportunities for regulation (Jurica & Moore, 2003). Alternative splicing, the differential use of exons to produce distinct transcripts occurs at over 90% and 60% of protein‐coding genes in humans and *Drosophila *respectively (Graveley et al., 2011; Wang et al., 2008). The binding of splicing factors to elements within the nascent transcript largely governs the differential inclusion of exons, thereby determining the splicing outcome of a particular transcript (Matera & Wang, 2014). Knockdown of individual splicing factors in cultured *Drosophila *cells revealed that half of all splicing events are regulated by more than one splicing factor, illustrating the complicated and combinatorial effect of splicing factors in determining splice‐site usage (Brooks et al., 2015).

Many splicing factors show age‐related changes in their expression that correlate with changes in alternative splicing during aging (Harries et al., 2011; Lee et al., 2016; Mazin et al., 2013; Rodríguez et al., 2016; Tollervey et al., 2011; Wood, Craig, Li, Merry, & Magalhães, 2013). For example, as many as one‐third of all splicing factors exhibit altered expression with age in human blood (Holly et al., 2013). Despite this correlation between splicing factor levels and splicing outcomes during aging, it is not clear whether the decreased expression of splicing factors causes the observed age‐associated changes in splicing. As several splicing factors are mutated in age‐related eye disease, understanding the link between individual splicing regulators and age‐associated changes in splicing could have important implications for human health (Daiger, Sullivan, & Bowne, 2013; Sullivan et al., 2006; Van Cauwenbergh et al., 2017).

As in other organisms and tissues, aging *Drosophila* photoreceptors show altered expression of many genes involved in RNA processing and splicing (Hall et al., 2017). We previously showed that the altered gene expression profile of aging photoreceptors correlates with a decline in visual behavior, termed visual senescence (Carbone et al., 2016; Hall et al., 2017). As other transcriptome studies have also shown a correlation between splicing factor expression and splicing during aging (Stegeman & Weake, 2017), we wondered whether age‐associated alterations in splicing could contribute to visual senescence in flies. To examine this question, we sought to characterize the contribution of individual age‐regulated splicing factors to age‐associated changes in alternative splicing and visual function in the *Drosophila* eye. Here, we identified changes in splicing in both photoreceptors and eyes, and show that age‐regulated changes in splicing occur predominantly in genes with cell‐type‐specific functions. In addition, we find that many splicing factors are required both for proper visual function, and for splicing of a subset of target transcripts. Moreover, knockdown of splicing factors impacts both alternative splicing events and noncanonical splicing outcomes such as circular RNA (circRNA) production. Together, our data suggest that decreased levels of splicing factors could potentially contribute to both age‐associated splicing defects and visual senescence.

## 2 RESULTS

### 2.1 Age‐downregulated splicing factors are necessary for visual behavior in young flies

Previously, we showed that genes involved in splicing have altered expression in aging *Drosophila* photoreceptors (Hall et al., 2017). Here, we sought to determine whether decreased levels of individual splicing factors in aging photoreceptors could contribute to the decline in visual function with age. To do this, we first identified genes that were significantly differentially expressed in photoreceptors between days 10 and 40 using DESeq2 (adjusted *p*‐value < 0.005) and compared these with genes that had the Gene Ontology (GO) term “RNA splicing”; 93% of male flies survived until day 40 under our experimental conditions, with a maximal lifespan of 80–85 days (Hall et al., 2017). We identified 30 genes involved in RNA splicing that were differentially expressed between day 10 and 40 in photoreceptors (Figure 1a, Supporting Information Table S1). Two‐thirds of these splicing‐related genes were downregulated during aging including splicing factors such as *SC35* and *Caper* that have been previously shown to play a role in alternative splicing in neurons (Gabut, Dejardin, Tazi, & Soret, 2007; Olesnicky, Bono, Bell, Schachtner, & Lybecker, 2017). Based on this analysis, we identified seven splicing‐related genes that showed consistent patterns of decline with age, had relatively strong fold decreases during aging, and had available RNAi fly lines for functional analysis. These genes include the splicing factors *Acn*, *CG7564* (human LUC7‐like protein homolog), *SC35, Caper*, and *Saf‐B*. In addition, we selected a core spliceosomal component of the U1 snRNP, *snRNP‐U1–70K*, and *Psi*, which associates with the U1‐snRNP and has been shown to play a role in courtship behavior in flies (Wang et al., 2016). We also selected *SF2/dASF* (*SRSF1*) for functional analysis because SF2 has photoreceptor‐specific gene targets and has been implicated in aging (Blanco & Bernabeu, 2011, 2012; Gabut et al., 2007; Harries et al., 2011); however, *SF2* expression was not significantly downregulated in aging photoreceptors in our analysis.

**Figure 1:**
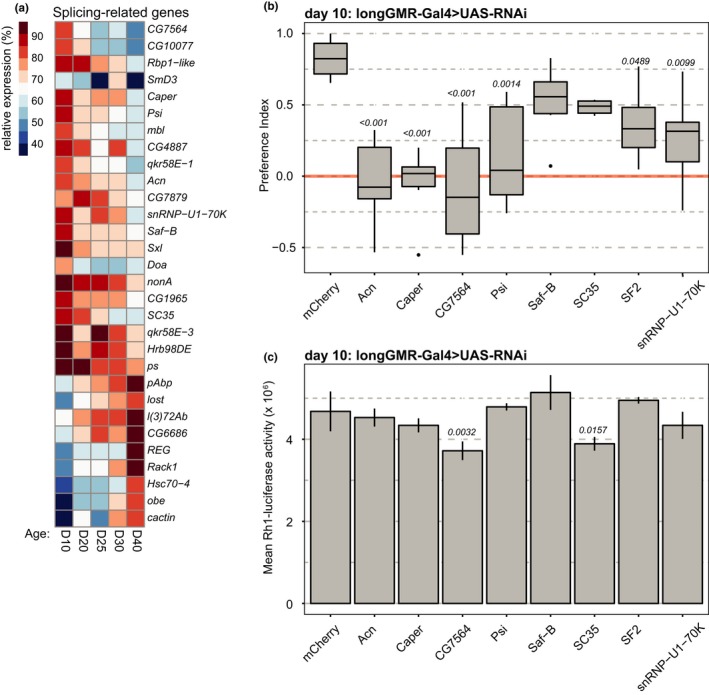
Age‐downregulated splicing factors are necessary for visual behavior in young flies. (a) Heatmap showing expression of genes with a splicing‐related Gene Ontology (GO) term (*RNA splicing*, GO:0008380) that were also significantly differentially expressed between day 10 and day 40 in photoreceptors. Mean expression is shown for the indicated days post eclosion as a percentage of the maximum expression level. (b) Box plots showing preference indices for positive phototaxis in 10‐day‐old male flies expressing RNAi against the indicated gene in the eye under control of *longGMR‐Gal4* (*n* = 6 experiments; 21–34 flies/experiment). *p*‐value, Dunnett's test vs. *mCherry* control. (c) Bar plots showing luciferase activity in 10‐day‐old male flies expressing RNAi against the indicated gene in the eye under control of *longGMR‐Gal4*. Luciferase was expressed in photoreceptors under control of the *Rh1* promoter (*Rh1‐luc*) as an indicator of photoreceptor viability (*n* = 3 experiments; 2 heads/experiment). *p*‐value, Dunnett's test vs. *mCherry* control

To test whether these splicing factors were necessary for proper visual function, we expressed single copy *VALIUM20* RNAi transgenes against each candidate gene in the eye using the *longGMR‐Gal4 *driver (Wernet et al., 2003). We then performed phototaxis assays using a T‐maze apparatus, in which flies were given a choice between light (positive phototaxis, preference index 1.0) and dark (negative phototaxis, preference index −1.0). We previously showed that male flies have a significant decrease in phototactic behavior between days 10 and 40, indicative of reduced visual function (Hall et al., 2017). Because both phototaxis and visual senescence differ between male and female flies, and because the original transcriptome profiling was performed in male flies, here we examined phototaxis in young male flies expressing RNAi against each candidate gene. Young flies expressing RNAi against *mCherry* under control of the *longGMR‐Gal4* driver showed strong positive phototaxis at 10 days post eclosion (Figure 1b). In contrast, expression of RNAi against six of the eight splicing factors tested resulted in significant decreases in phototaxis relative to the *mCherry* RNAi control (Figure 1b). One possible explanation could be that proper expression of splicing factors is required for photoreceptor viability. To test if knockdown of these splicing factors caused retinal degeneration, we used a luciferase reporter under control of the *ninaE* (*Rh1*) promoter (*Rh1‐luc*) and optical neutralization to assess rhabdomere integrity (Franceschini & Kirschfeld, 1971). Although *CG7564 *and *SC35 *showed modest decreases in *Rh1‐luc *activity relative to the control (Figure 1c), we could only detect very modest retinal degeneration in *CG7564* by optical neutralization (Supporting Information Figure S1). Moreover, *SC35* showed modest, but not significant decreased phototaxis relative to the control (Figure 1b), suggesting that any retinal degeneration was not sufficient to significantly reduce visual behavior.

### 2.2 Differential splicing events occur in the aging *Drosophila* eye

As the age‐downregulated splicing factors were necessary for visual behavior in young flies, we next asked whether the eye showed changes in splicing during aging. To do this, we examined splicing in dissected eyes from male *Rh1‐Gal4>KASH‐GFP* flies, the same genotype previously used for photoreceptor‐specific transcriptome profiling (Hall et al., 2017). We performed RNA‐seq on dissected eyes from flies collected at 10 and 40 days post eclosion and obtained 38–52 million high‐quality paired‐end reads for each biological replicate (*n* = 3). 

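The RNA was ribo-depleted total RNA from dissected eyes, with 3 libraries at day 10 and 3 at day 40. The flies express KASH-GFP under the Rh1-Gal4 driver. The authors deposited raw counts of reads on each gene, each exonic part, each annotated splice junction and each new junction, laid out for JunctionSeq. An exonic part is a stretch of exon shared by one set of annotated transcripts. The files hold counts for 14537 genes or groups of genes, 87934 exonic parts, 60166 annotated junctions and 712 new junctions. Of the genes counted, 2404 are groups of overlapping genes that were counted together, and strand was not used in the authors' table. Counts on genes totaled 8946125, 15029770 and 13046831 in the 3 day 10 libraries and 8476220, 10025985 and 12686867 in the 3 day 40 libraries. These totals are reads assigned to genes and are lower than the read numbers that the paper gives. The cause of this gap was not tested, and all values here use the counts. Usage of a feature was its count as a percentage of the count of its gene in the same library. Differences in usage between ages were tested with edgeR's quasi-likelihood test on the counts of the feature and the other counts of its gene, with a term for each library and Benjamini-Hochberg adjustment. The test covered single genes, as the authors' deposited table of comparisons does, and features with a mean normalized count of at least 5. Changes in usage are given on the log2 scale as the change at day 40 relative to the rest of the gene. The choice of test, the count minimum and the handling of overlapping genes could each change the number of events.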

Similar numbers of reads (average of 32 million) were previously obtained for photoreceptors (Hall et al., 2017). We then analyzed alternative splicing events between days 10 and 40 in eyes using JunctionSeq, which identifies differential splicing events, defined as exon and/or splice junction usage including novel junctions, relative to the overall expression of the gene (Hartley & Mullikin, 2016).

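In the 6 eye libraries, 59968 exonic parts and junctions were tested, and 2 of them, in 2 genes, had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. Without adjustment, 1812 features had a p-value under 0.05, which is 3.02% of those tested. This is below the share of 0.05 that evenly spread p-values would give, so the 1812 are no excess. The share was 1.24% among the features with the highest mean counts, so the test may be conservative on these data. The first event was E14 of CG32795 (FBgn0040384), an exonic part on chromosome X from 2790245 to 2790567 that belongs to 1 of the 5 annotated transcripts of the gene. E14 held 34.2% ± 1.61 (SD, n = 3) of the counts of CG32795 at day 10 and 6.38% ± 0.336 (SD, n = 3) at day 40. Its usage changed by -2.92 on the log2 scale (standard error 0.24, adjusted p = 0.0306 in edgeR). The change stayed between -2.98 and -2.87 with each library left out in turn, but the adjusted p-value was under 0.05 only without day 10 replicate 1. The second event was E13 of dysf (FBgn0039411), an exonic part on chromosome 3R from 26098076 to 26098711. E13 held 0.360% ± 0.140 (SD, n = 3) of the counts of dysf at day 10 and 20.8% ± 4.39 (SD, n = 3) at day 40, but it had only 2, 2 and 3 counts at day 10 and 7, 8 and 9 counts at day 40. The counts of the whole gene dysf fell from 694 ± 396 (SD, n = 3) normalized counts to 42.4 ± 7.34 (SD, n = 3), so the usage of E13 was at least 41-fold higher at day 40. Its adjusted p-value was 0.0306 in edgeR. It could be tested in the 3 fits that each left out a day 10 library, and it was under 0.05 only without day 10 replicate 1. The next features with no overlap between ages, in Rgk1, dpy, mbl, ome, SK, pit, Mnt and CG44774, had adjusted p-values between 0.182 and 0.904 in edgeR. A DESeq2 likelihood ratio test of the same model called 25 events in 18 genes, including both events above. Across the alternatives with all 6 libraries, the adjusted p-values ran from 1.12e-17 to 0.45 for CG32795 E14 and from 1.84e-14 to 0.45 for dysf E13. All 25 are among the 75 events of the authors' deposited table. Those 75 events were all tested here and all changed in the same direction as in the authors' deposited table, with unadjusted p-values of at most 0.0218 in edgeR. Over the 59968 features tested in both, the log2 changes here and in that table had a Spearman correlation of 0.986. For the p-values it was 0.978. The authors used the same 6 libraries and selected the 75 events from them, so neither comparison is an independent test. The paper compares the usage of each exon or junction with the overall expression of its gene. From the events past its threshold it concludes that splicing differs between day 10 and day 40 in eyes. It also reports significant changes by qPCR in other eye samples, for ratios in bnl, scro, Calx, dlg1, dpy and shot. The tests on these libraries do not bear on that qPCR evidence.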

Using this approach, we identified 75 significant differential splicing events (FDR < 0.05) corresponding to 48 genes in eyes between days 10 and 40 (Figure 2a, Supporting Information Table S2). 

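Of the events past the threshold in edgeR, 1 was higher and 1 was lower at day 40, which are too few to test against an even split. With DESeq2, 13 events were higher and 12 were lower (two-sided exact binomial test, p = 1). With edgeR's diffSpliceDGE, which sets each feature against all features of its gene, 8 were higher and 4 were lower (two-sided exact binomial test, p = 0.388). The authors' deposited table holds 37 events that were higher and 38 that were lower.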

There were similar numbers of differential splicing events that showed increased or decreased abundance with age in the eye, including differential exon or splice junction usage (Figure 2b). The differential splicing events detected mapped predominantly to the coding regions of genes, suggesting that these would be likely to affect the relative abundance of protein isoforms during aging (Figure 2b). However, we also detected alternative transcription start site usage and differential splicing events in both the 5′ and 3′ untranslated regions, which could represent alternative promoter usage and/or polyadenylation. 

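An exonic part at the outer end of an annotated transcript can differ in usage when a start site or a polyadenylation site changes. Among the exonic parts tested, 15054 of 37579 (40.1%) were the outermost part of at least 1 annotated transcript, on either side because the authors' table gives no strand. Both events past the threshold in edgeR, E14 of CG32795 and E13 of dysf, were outermost parts (2 of 2, Wilson 95% interval 34.2% to 100%), which are too few for a test. Of the 952 exonic parts with an unadjusted p-value under 0.05, 42.9% were outermost (Fisher's exact test against the other tested parts, two-sided p = 0.0759). Of the 52 exonic parts among the events of the authors' deposited table, 19 were outermost (36.5%, Fisher's exact test, p = 0.672), and with DESeq2 7 of 13 were (Fisher's exact test, p = 0.398). Coding and untranslated regions were not used here.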

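In dlg1 (FBgn0001624), E28 on chromosome X from 11397970 to 11398183 rose from 4.41% ± 2.40 (SD, n = 3) of the counts of the gene at day 10 to 18.4% ± 3.43 (SD, n = 3) at day 40. This was a log2 change in usage of 2.43 (standard error 0.48), with an adjusted p of 1 in edgeR's quasi-likelihood test over all features. The adjacent E29 and the junction J71 between these parts rose by 1.29 and 2.02 on the log2 scale. In bnl (FBgn0014135), E6 on chromosome 3R from 19827654 to 19829042 rose from 76.1% ± 2.23 (SD, n = 3) to 88.5% ± 0.911 (SD, n = 3), and the junction J10 decreased from 3.90% ± 1.89 to 0.692% ± 0.243 (SD, n = 3). The log2 changes in usage were 1.28 (standard error 0.23) and -2.49 (standard error 0.45), each with an adjusted p of 1 in edgeR. With diffSpliceDGE, they were 0.39 and -2.41. In each of these features, the 3 libraries at one age all lay above the 3 at the other. Among all tested features 9.62% did so, against the 10% that chance gives. The features here are also events that the authors chose from the same libraries, so this order is no independent support. With DESeq2, the adjusted p-values were 0.0319 for dlg1 E28, 0.0124 for bnl E6 and 0.0274 for bnl J10. Across the alternatives that kept all 6 libraries, the adjusted p-values ran from 2.7e-07 to 1 for dlg1 E28, from 0.0099 to 1 for bnl E6 and from 0.0223 to 1 for bnl J10. In Calx (FBgn0013995), junction J30 had 0, 1 and 4 counts at day 10 and 7, 11 and 15 at day 40, and rose by 2.66 on the log2 scale (standard error 0.65, adjusted p = 1 in edgeR and in DESeq2). The rise was 4.23 without day 10 replicate 3 and 2.16 without day 10 replicate 2.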

The genes that were differentially spliced with age in the eye were enriched for somewhat broad GO categories including negative regulation of neuron differentiation and cell–cell signaling and include genes that have previously been shown to play a role in visual function in flies including *discs large 1* *(dlg1)*, *branchless* *(bnl), *and *Na/Ca‐exchange protein* (*Calx*; Mendoza‐Topaz et al., 2008; Mukherjee, Choi, & Banerjee, 2012; Wang et al., 2005). The *Drosophila *compound eye contains a number of cell types in addition to photoreceptors including additional structural and pigment cells (Ready, Hanson, & Benzer, 1976). Thus, we wondered whether differential splicing events in photoreceptors might be masked by the cellular heterogeneity present in the dissected eye tissue.

**Figure 2:**
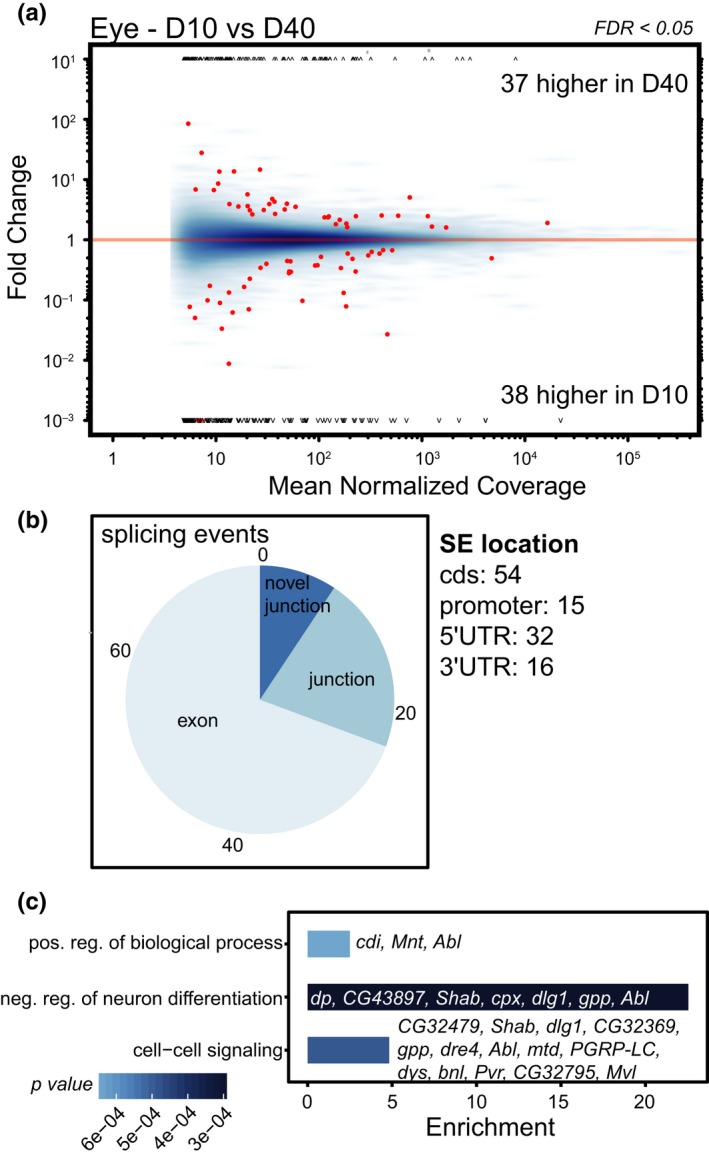
Differential splicing events occur in the aging *Drosophila *eye. (a) MA plots showing differential exon or junction usage in day 10 compared to day 40 eyes plotted as the fold change (*y*‐axis) for each splicing event as a function of the overall expression of the gene (mean normalized coverage, *x*‐axis). Significant differential splicing events (false discovery rate, FDR < 0.05) are shown in red relative to all splicing events (blue). (b) Pie chart showing the proportion of age‐regulated splicing events (SE) including differential exon (52) or junction usage (16 known; seven novel). The number of SEs mapping to regions of each gene is shown in the right panel, with some SEs mapping to overlapping regions (cds, coding sequence; UTR, untranslated region). (c) Bar plot displaying significantly enriched GO terms for genes that show differential splicing with age relative to all genes that are expressed in the eye. Enrichment *p*‐values not corrected for multiple testing. The genes that are differentially spliced with age for a particular GO term are shown within or beside each bar

### 2.3 Genes involved in visual function are differentially spliced with age in photoreceptors

To identify differential splicing events in aging photoreceptors, we examined our previous RNA‐seq data from affinity‐isolated photoreceptor nuclear RNA from 10‐ and 40‐day‐old *Rh1‐Gal4>KASH‐GFP* flies (Hall et al., 2017). In contrast to the ribo‐depleted cellular RNA from dissected eyes, the photoreceptor RNA‐seq experiment used ribo‐depleted nuclear RNA. We identified a much larger number of differential splicing events using JunctionSeq in aging photoreceptors (238 events/140 genes, FDR < 0.05) compared to the eye (77 events/48 genes; Figure 3a, Supporting Information Table S3). 

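The mean normalized count of the 2 events called in edgeR was lower than that of the other tested features by 0.62 on the log2 scale, and this difference did not stand out from random sets of features (difference -0.62, permutation test with 100000 resamples, two-sided p = 0.672). Features are not independent replicates, so the test is descriptive. When the features were parted into 5 bins of equal size by mean count, one event lay in the lowest bin and the other in the highest. With DESeq2, the 5 bins from lowest to highest mean count held 6, 6, 3, 4 and 6 of the 25 events, and the difference in mean log2 count was -0.02 (permutation test, p = 0.952). The 75 events of the authors' deposited table fell into these bins as 14, 15, 13, 9 and 24, with a difference in mean log2 count of 0.40 (permutation test, p = 0.0843). At an unadjusted p-value under 0.05 in edgeR, the share of features fell from 5.35% in the lowest bin to 1.24% in the highest.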

Importantly, we did not observe biases in the number of splicing events detected in more highly expressed genes, indicating that sufficient reads are present in both the photoreceptor and eye RNA‐seq data to identify age‐associated changes in alternative splicing (*compare MA plots*, Figures 2a and 3a). As we identified a higher number of differential splicing events in aging photoreceptors relative to the entire eye, we were concerned that some of these splicing events could be artifacts resulting from analysis of nuclear rather than total cellular RNA. For example, increased pre‐mRNA levels in the nuclear transcriptome could result in increased identification of intron retention events in these data. Differential splice junction usage is an indicator of intron retention because increased levels of retained introns will alter splice junction counts without changing the counts for flanking exons (Hartley & Mullikin, 2016); however, similar proportions of differentially used splice junctions were identified in aging eyes and photoreceptors, respectively (22.9% vs. 20.7%, Figure 3b), indicating that the differential splicing events detected in photoreceptors are unlikely to be due to artifacts resulting from the presence of pre‐mRNA.

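In eyes, 22389 of the 59968 tested features (37.3%) were splice junctions. None of the 2 events called in edgeR was a junction (0%, Wilson 95% interval 0% to 65.8%), which are too few for a test, while 1812 features of any kind had an unadjusted p-value under 0.05. With DESeq2, 12 of the 25 events were junctions, of which 9 were annotated and 3 new (48%, Wilson 95% interval 30.0% to 66.5%, Fisher's exact test against the other tested features, two-sided p = 0.303). The authors' deposited table holds 52 exonic parts, 16 annotated junctions and 7 new junctions among its events, so that 30.7% are junctions.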

**Figure 3:**
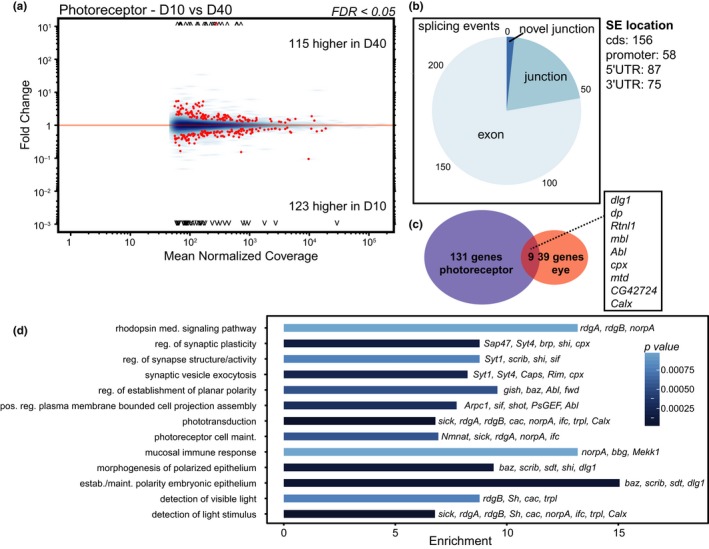
Genes involved in visual function are differentially spliced with age in photoreceptors. (a) MA plots showing differential exon or junction usage in day 10 compared to day 40 photoreceptors (nuclear RNA) as described in Figure 2a. (b) The proportion of age‐regulated splicing events (SE) including differential exon (185) or junction usage (49 known; four novel), and the number of SEs mapping to regions of each gene. (c) Venn diagram showing the number of genes that are differentially spliced with age in eye vs. photoreceptor. Overlapping genes are listed in the box. (d) Bar plot displaying significantly enriched GO terms for differentially spliced genes in photoreceptors.

Surprisingly, only nine genes were differentially spliced in both the photoreceptor and eye RNA‐seq analysis (Figure 3c). 

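The eye libraries give values for genes of Figure 3c, while the photoreceptor libraries were not used here. In dpy (FBgn0053196), junction J103 on chromosome 2L from 4494105 to 4494170 rose by 2.01 on the log2 scale in usage (standard error 0.25, adjusted p = 0.412 in edgeR, 0.000526 in DESeq2, and from 0.0004 to 1 across the alternatives with all 6 libraries). Junction J27 of Rtnl1 (FBgn0053113) rose by 1.82 (standard error 0.30, adjusted p = 0.904 in edgeR) and junction J42 of cpx (FBgn0041605) rose by 1.23 (standard error 0.23, adjusted p = 1 in edgeR). E1 of Abl (FBgn0000017) fell from 71.4% ± 4.56 (SD, n = 3) of the counts of the gene to 55.8% ± 1.89 (SD, n = 3), with an adjusted p of 1 in edgeR. The new junction N100 of mtd (FBgn0013576), with a mean of 8.73 normalized counts, changed by -2.47 (standard error 0.42, adjusted p = 0.976 in edgeR). In CG42724 (FBgn0261641), E14 fell from 26.1% ± 1.55 to 16.2% ± 1.08 (SD, n = 3), with an adjusted p of 1 in edgeR. With DESeq2, the adjusted p-values were 0.0746 for Rtnl1 J27, 0.0467 for cpx J42, 0.528 for Abl E1, 0.2 for mtd N100 and 0.485 for CG42724 E14. The lowest over the alternatives with all 6 libraries were 0.0605, 0.0393, 0.417, 0.168 and 0.379 in adjusted p from edgeR, DESeq2 or limma, and the highest was 1 for each. In each of these features the 3 libraries at one age all lay above the 3 at the other. They were chosen by the authors from the same libraries, and 9.62% of all tested features show such an order. It is therefore no independent support.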

Differentially spliced genes in aging photoreceptors displayed functional enrichment in processes related to visual function including phototransduction, rhodopsin‐mediated signaling pathway, regulation of synaptic plasticity, and photoreceptor cell maintenance (Figure 3d). In the *Drosophila* visual system, light activates the G‐protein‐coupled receptor rhodopsin, leading to a signaling cascade which results in an influx of calcium and depolarization of the photoreceptor neuron, triggering synaptic transmission (Hardie & Juusola, 2015). Several genes differentially spliced with age in photoreceptors encode proteins that are necessary for this phototransduction cascade including *G protein subunit γ at 30A* (*Gγ30A*)*, no receptor potential A* (*norpA*, phospholipase C), *retinal degeneration A* (*rdgA*), and *retinal degeneration B* (*rdgB*; Hardie & Juusola, 2015). In addition, several of the age‐spliced genes encode proteins that are required for synaptic transmission such as *synapse‐associated protein 47 kD* (*Sap47*), *synaptotagmin 1* (*Syt1*), and *complexin* (*cpx*). Thus, age‐related changes in splicing in photoreceptors occur in genes that are required for visual function.

### 2.4 Proper splicing in outer photoreceptors contributes to vision

*Drosophila* have eight photoreceptors in each ommatidium in the compound eye: six outer photoreceptors that express Rh1 and are largely responsible for motion, and two inner photoreceptors that are involved in color vision (Yamaguchi, Desplan, & Heisenberg, 2010). Our splicing analysis in photoreceptors examined the Rh1‐expressing outer photoreceptors, and so we next asked whether proper splicing was also necessary in these outer photoreceptors for visual behavior. We expressed RNAi using *Rh1‐Gal4* (Yoshihara et al., 1999). In contrast, the *longGMR‐Gal4 *is expressed in all photoreceptors (Wernet et al., 2003). Young flies expressing RNAi against *mCherry* in photoreceptors under control of the *Rh1‐Gal4* driver showed strong positive phototaxis at 10 days post eclosion (Figure 4a). While expression of RNAi against all splicing factors resulted in modest decreases in phototaxis relative to the *mCherry *control, only *CG7564* and *snRNP‐U1–70K *significantly reduced phototaxis (Figure 4a). In addition, no retinal degeneration was observed using either the *Rh1‐luc* reporter (Figure 4b) or optical neutralization (Supporting Information Figure S2). Previous studies have shown that the outer R1–R6 photoreceptors are not essential for phototaxis (Yamaguchi et al., 2010), suggesting a possible explanation for the stronger phototaxis phenotype observed with the pan‐photoreceptor *longGMR‐Gal4* driver. Our data tentatively suggest that *CG7564* and *snRNP‐U1–70K* might have a stronger role in regulating splicing of genes necessary for proper visual function.

**Figure 4:**
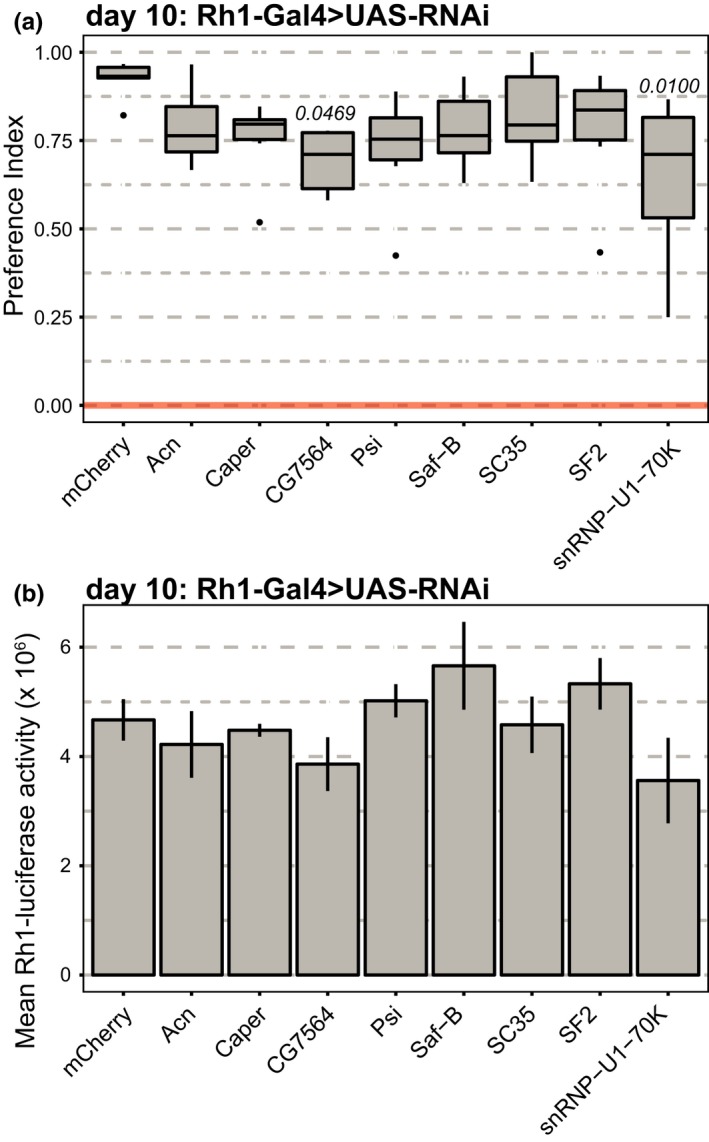
Proper splicing in young photoreceptors contributes to visual behavior but not cell survival. (a) Box plots showing preference indices for phototaxis in 10‐day‐old male flies expressing RNAi under control of *Rh1‐Gal4* (*n* = 6). *p*‐value, Dunnett's test vs. *mCherry* control. (b) Bar plots showing luciferase (*Rh1‐luc*) activity in 10‐day‐old male flies expressing RNAi under control of *Rh1‐Gal4* (*n* = 3 experiments; 2 heads/experiment). *p*‐value, Dunnett's test vs. *mCherry* control.

### 2.5 Age‐regulated splicing factors contribute to proper splicing at age‐spliced genes

We and others have identified correlations between reduced expression of splicing‐related genes and altered splicing patterns during aging (Stegeman & Weake, 2017). In *Drosophila *cells, splicing factors act combinatorially to regulate splicing events and more than half of splicing events are regulated by more than one splicing factor (Brooks et al., 2015). Thus, we next asked whether the splicing factors that were necessary for visual function were also required for any of the age‐regulated splicing events. To do this, we first identified a subset of age‐regulated splicing events that could be robustly detected by qPCR analysis in dissected eyes. 

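In scro (FBgn0028993), E2 on chromosome 3L from 24725824 to 24726292 rose in usage from 55.1% ± 0.554 (SD, n = 3) of the counts of the gene at day 10 to 67.1% ± 1.07 (SD, n = 3) at day 40. The log2 change was 0.73 (standard error 0.20, adjusted p = 1 in edgeR and 0.572 in DESeq2). Every library at day 40 lay above every library at day 10. E2 is an event that the authors chose from these libraries, and 9.62% of all tested features had no overlap between ages. E3 and E8 of scro changed by -0.45 (standard error 0.21) and -0.57 (standard error 0.21). None of the 92 features of cac (FBgn0263111) had an unadjusted p-value under 0.05 in edgeR, and the lowest was 0.0562. E20 of cac held 1.54% ± 0.0781 (SD, n = 3) of the counts of the gene at day 10 and 2.16% ± 0.351 (SD, n = 3) at day 40, a log2 change of 0.48 (standard error 0.23). E16 of cac changed by 0.08 (standard error 0.29), and its direction was reversed without day 10 replicate 1 (-0.14) and without day 40 replicate 1 (-0.01). In shot (FBgn0013733), 3 of 93 features had an unadjusted p-value under 0.05 in edgeR. E7 of shot changed by 0.59 (standard error 0.53), which was -0.02 without day 10 replicate 1, and E8 by -0.33 (standard error 0.22).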

The genes selected were either differentially spliced with age in the eye (*bnl, scro*), in the photoreceptor (*cac*, *shot*), or in both eyes and photoreceptors (*Calx, dlg1, dpy*; Supporting Information Figure S3, Tables S2 and S3). The splicing events tested included exon skipping (e.g., E18, *cac)*, alternative transcription start site usage (e.g., E5, *Calx*), or transcript isoform switching (e.g*.*, E2, *scro*). 

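E18 of cac lies on chromosome X from 11952129 to 11952223 and belongs to 14 of the 15 annotated transcripts, so 1 transcript lacks these 95 bases. It held 0.554% ± 0.197 (SD, n = 3) of the counts of the gene at day 10 and 0.653% ± 0.188 (SD, n = 3) at day 40, a log2 change of 0.20 (standard error 0.36, adjusted p = 1 in edgeR), which was -0.04 without day 10 replicate 1. E5 of Calx lies on chromosome 3R from 20989366 to 20989599 and belongs to 2 of 9 annotated transcripts. Its usage was 0.612% ± 0.108 (SD, n = 3) at day 10 and 0.477% ± 0.040 (SD, n = 3) at day 40, a log2 change of -0.36 (standard error 0.27, adjusted p = 1 in edgeR).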

Using this approach, we detected statistically significant differences in the ratio of splicing events (exon or junction) within a gene between day 10 and day 40 in dissected eyes for *bnl*, *scro*, *Calx*, *dlg1*, *dpy, *and *shot* (Figure 5a). Some photoreceptor‐specific splicing events, such as E20/E16 for *cac*, were close to being statistically significant (*p* = 0.06) and had relatively high Cq values (28–29 cycles) indicative of low expression, supporting the idea that the cellular heterogeneity in the eye masks detection of some photoreceptor‐specific splicing events. Further supporting this idea, we did not detect statistically significant differential splicing at several of the photoreceptor‐specific events (*CadN*, *dysc*, *Svil, trpl*) by qPCR in dissected eyes, consistent with the RNA‐seq analysis (Supporting Information Figure S4).

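In the eye libraries, the values at the 2 ages overlapped in usage for each feature of these genes that was measured by qPCR. The log2 changes were 0.16 (standard error 0.26) for E18 and -0.01 (standard error 0.24) for E19 of CadN (FBgn0015609), 0.34 (standard error 0.47) for E3 and -0.39 (standard error 0.26) for E7 of dysc (FBgn0264006), 0.09 (standard error 0.24) for E13 and -0.04 (standard error 0.65) for E22 of Svil (FBgn0266696), and 0.04 (standard error 0.30) for E3 and 0.35 (standard error 0.33) for E4 of trpl (FBgn0005614). The adjusted p was 1 for each of them in edgeR and in DESeq2. With at least 1 library left out, the direction was reversed for E19 of CadN, E3 of dysc, E13 and E22 of Svil and both parts of trpl. E3 of dysc, for example, was -0.16 without day 10 replicate 1. Over all tested features, an unadjusted p-value under 0.05 in edgeR was found for 2 of 51 in CadN, none of 37 in dysc, 3 of 74 in Svil and none of 33 in trpl.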

**Figure 5:**
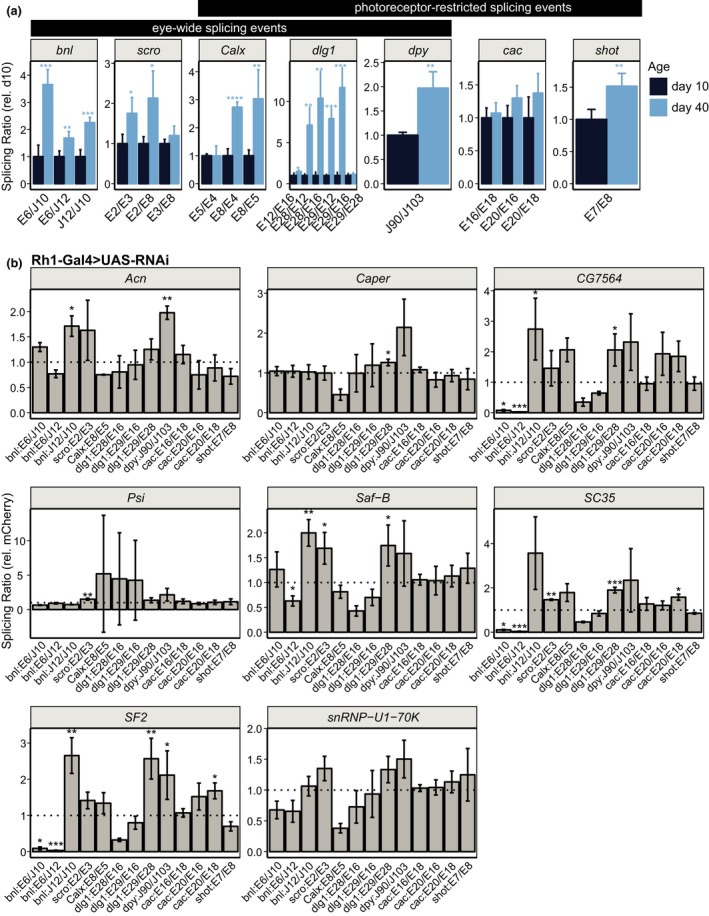
Age‐regulated splicing factors contribute to proper splicing at age‐spliced genes. (a) Bar plots showing qPCR analysis of eye‐wide and photoreceptor‐restricted splicing events in eyes from male flies at day 10 or 40. Relative splicing ratios for the indicated comparisons (E: exon; J: junction), normalized to day 10, which is set to one. *p*‐value, Student's *t* test between days 10 and 40 for indicated splicing event (*n* = 4; *p < 0.05, **p < 0.01, ***p < 0.001). (b) qPCR analysis of splicing events in eyes from 10‐day‐old male flies expressing RNAi against the indicated gene in photoreceptors under control of *Rh1‐Gal4*. Relative splicing ratios for the indicated comparisons, normalized to the *mCherry* control, which is set to one (dotted line). *p*‐value, Student's *t* test between indicated RNAi line and *mCherry* control (not corrected for multiple testing; *n* = 3; *p < 0.05; **p < 0.01, ***p < 0.001)

Both overall gene expression and levels of specific splicing events can be altered during aging. To test for differences in age‐associated gene expression, rather than splicing, we normalized levels of each splicing event to expression of two external reference genes (*RpL32* and *eIF1A*; Supporting Information Figure S5). These data demonstrate that for most genes tested, the relative levels of individual exons and/or junctions alters with age, independent of changes in overall expression of the gene. However, three of the four photoreceptor‐specific splicing events that we could not detect by qPCR in dissected eyes (*CadN*, *dysc*, *Svil*) correlate with an overall decrease in expression of the gene between day 10 and day 40. Thus, in addition to the cellular heterogeneity in the eye, overall decreases in expression during aging might also mask differential splicing of some genes.

Next, we analyzed these age‐regulated splicing events in eyes from flies expressing RNAi against each of the splicing factors under *Rh1‐Gal4 *control. We used *Rh1‐Gal4* because this did not induce retinal degeneration with any of the splicing factors (Figure 4b, Supporting Information Figure S2) and because its expression begins late during pupal development (Kumar & Ready, 1995). To do this, we expressed RNAi against each splicing factor and examined ratios of splicing events in dissected eyes from 10‐day‐old male flies relative to the *mCherry *control. Using this approach, we identified differential splicing of five of the seven genes examined in at least one of the RNAi lines tested (Figure 5b). Some of these differential splicing events matched the splicing changes observed in the aging eye: for example, expression of RNAi against *Acn*, CG7564, *Saf‐B,* or *SF2 *resulted in an increased ratio of J12/J10 for *bnl* as compared to that of the control, similar to the changes observed between day 10 and day 40 (compare *bnl* J12/J10 in Figure 5a,b). In addition, expression of RNAi against *Psi*, *Saf‐B* or *SC35*, or *Acn* and *SF2*, resulted in similar splicing changes to those observed during aging for *scro *(E2/E3) and *dpy *(J90/J103). However, some of the other splicing changes observed upon splicing factor knockdown were in the opposite direction to the age‐associated splicing events observed. For example, decreased ratios of E6/J10 and E6/J12 for *bnl* were observed in *CG7564*, *SC35,* and *SF2 *knockdowns. In addition, RNAi against some splicing factors resulted in differential splicing events that were not observed during aging, such as differential splicing of E28/E29 for *dlg1* in *Caper*, *CG7564*, *Saf‐B*, *SC35,* and *SF2. *Several splicing factors appear to regulate the same splicing events: In particular, *CG7564*, *SF2* and *SC35* showed similar patterns of splicing changes, as did *Acn* and *Saf‐B*. We did not identify any splicing factors that showed opposing actions on the same splicing event; however, this could be due to the limited number of genes and splicing factors tested. Thus, these data suggest that decreased levels of multiple splicing factors could have both synergistic and/or opposing effects on splicing at a particular gene. Thus, decreased levels of splicing factors in aging photoreceptors could contribute to age‐associated changes in splicing, albeit in a complex interdependent manner.

### 2.6 Knockdown of age‐regulated splicing factors increases circRNA levels

In addition to alternative splicing, both the aging brain and *Drosophila *photoreceptors show increased levels of noncanonical splicing events such as circRNA formation (Gruner, Cortes‐Lopez, Cooper, Bauer, & Miura, 2016; Hall et al., 2017; Westholm et al., 2014). CircRNAs result from back‐splicing events from protein‐coding genes and can accumulate to much higher levels than their associated linear transcript (Wilusz, 2017). Recent studies have shown that depletion of spliceosomal components in *Drosophila *cells increases levels of circRNAs, while reducing levels of their associated linear mRNA (Liang et al., 2017). We previously showed that aging *Drosophila *photoreceptors accumulate circRNAs (Hall et al., 2017), but it is unclear whether increased biogenesis or accumulation due to the high stability of circRNAs underlies this age‐dependent increase. As in photoreceptors, we detected increased levels of circRNAs in 40‐day‐old eyes relative to 10‐day‐old eyes using qPCR (Figure 6a). To test whether decreased levels of splicing factors affected the relative abundance of these circRNAs, we examined their levels in eyes from flies expressing photoreceptor‐specific RNAi against each splicing factor under *Rh1‐Gal4 *control (Figure 6b). Similar to the observations reported by Liang et al. (2017), 16/17 significant changes in circular RNA levels in the eyes upon splicing factor knockdown involved increased circRNA levels (Figure 6b). Only RNAi against *Caper* reduced levels of *CG6424* circRNA relative to the *mCherry* control. We conclude that age‐associated decreases in expression of splicing‐related genes could affect both alternative splicing and circRNA biogenesis. As these splicing factors are broadly required for proper visual function in young flies, our data support a model in which proper splicing could contribute to maintaining photoreceptor function in the aging eye.

**Figure 6:**
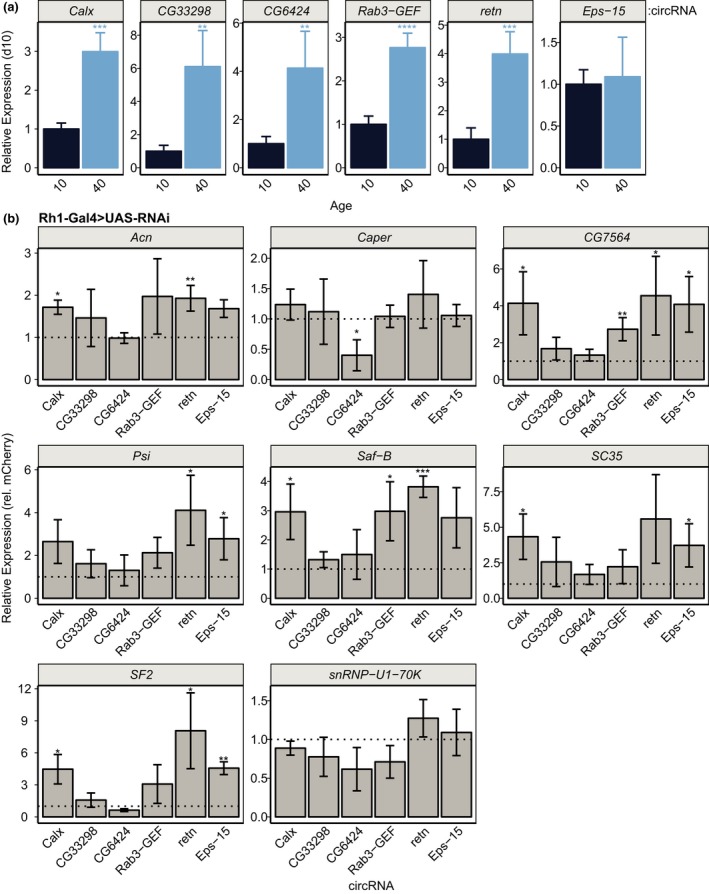
Age‐regulated splicing factors regulate circRNA biogenesis. (a) qPCR analysis of the indicated circRNA levels in eyes from male flies at day 10 or 40. Levels of circRNA were normalized to the reference genes *RpL32* and *eiF1A*, and are shown relative to day 10. *p*‐value, Student's *t* test between days 10 and 40 (*n* = 4; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). (b) qPCR analysis of the indicated circRNA levels in eyes from 10‐day‐old male flies expressing RNAi against the indicated gene in photoreceptors under control of *Rh1‐Gal4*. Levels of circRNA were normalized to the reference genes *RpL32* and *eiF1A*, and are shown relative to the *mCherry* control (dotted line). *p*‐value, Student's *t* test between indicated RNAi line and *mCherry* control (not corrected for multiple testing; *n* = 3; *p < 0.05; **p < 0.01, ***p < 0.001)

## 3 DISCUSSION

In this study, we identified age‐regulated splicing events in the eye and photoreceptor neurons of *Drosophila*. Age‐regulated changes in splicing were observed in genes involved in visual function in photoreceptors, but not in the eye, suggesting that cell‐type‐specific transcriptome studies reveal changes in splicing that may be masked in whole tissue RNA‐seq analysis. We demonstrate that most of the splicing‐related genes that were downregulated with age are necessary for proper visual behavior. Knockdown of these splicing factors results in altered patterns of splicing that partially resemble those observed during aging, including both changes in alternative splicing and in production of noncanonical RNAs such as circRNAs. Our data demonstrate that proper splicing, which requires the coordinated activity of many different splicing factors and additional proteins, is necessary for visual function. Moreover, our observations suggest that age‐associated reductions in the expression of individual splicing factors might perturb proper splicing and thereby contribute to visual senescence.

One surprising outcome from this study was the low overlap in the differentially spliced genes identified between aging photoreceptors and eyes. With some limited exceptions (*shot*), the qPCR analysis in independent eye samples largely confirms this result, suggesting that cell‐type specific changes in splicing are difficult to detect in whole tissue samples. These differences in detection do not reflect an overall lack of coverage for the eye RNA‐seq data, which had higher numbers of average reads compared to the photoreceptor data. 

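The tests were run on simulated counts with the depth of the 6 libraries, in which 200 of the 59968 features were changed by 2 on the log2 scale. The changed features had a mean normalized count of at least 20 and held less than 0.5 of the counts of their gene. With a spread between libraries of 0.3 on the natural log odds scale, edgeR recovered 172 of the 200 and called 8 others, and DESeq2 recovered 145 and called 2 others. With counting error alone, edgeR recovered all 200 and called 8 others. The real libraries came out otherwise, since DESeq2 called more events than edgeR, and edgeR did not call features such as E2 of ome (log2 change -3.28, mean of 69.1 normalized counts, adjusted p = 0.901 in edgeR) and E28 of dlg1. The simulated recovery is therefore no measure of the share of real changes that was called.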

Rather, we attribute these differences to two major factors: (a) cellular heterogeneity; and (b) nuclear vs. cellular RNA analysis. If a gene is broadly expressed in different cell types within a tissue, but an exon is only differentially used within a subpopulation of cells, substantially higher number of reads would be required to detect a splicing event when examining RNA from the whole tissue. Further, if opposing splicing events occur in two different cell types within a tissue, RNA isolated from the tissue would represent an average of these events. In addition, low read coverage for genes that are expressed at relatively low levels, albeit specifically within a specific cell type, reduces the statistical power necessary to detect differential splicing events. Lastly, some alternative splicing events result in mis‐spliced transcripts that are targeted for nonsense‐mediated decay: These differential splicing events would be detected in nuclear RNA, but not in total cellular RNA due to their rapid degradation. We note that in contrast to photoreceptors, we did not observe decreased expression of most of the splicing‐related genes in aging eyes (Supporting Information Table S4). 

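Gene expression was tested with edgeR's quasi-likelihood test with TMM normalization over the 9255 genes or groups of overlapping genes that passed its default filter. At an adjusted p-value under 0.1, 198 were higher and 183 were lower at day 40. Of the 30 splicing-related genes of Table S1, 21 had a log2 change below 0 (two-sided exact binomial test, p = 0.0428, in which the genes are not independent). The binomial p-value ran from 0.0161 to 0.0987 with one library left out. The median over the list was -0.11, and 10 of the 30 were counted only within groups of overlapping genes. An adjusted p-value under 0.1 was reached by 2 of the 30, CG7564, which fell, and mbl, which rose (3 of 30 when adjusted over the list alone). CG7564 (FBgn0036734) fell from 7918 ± 2200 (SD, n = 3) to 4455 ± 677 (SD, n = 3) normalized counts, a log2 change of -0.84 (standard error 0.21, adjusted p = 0.0913 in edgeR), and its adjusted p-value was above 0.1 without day 10 replicate 3 or without any one day 40 library (at most 0.332). mbl (FBgn0265487) rose from 18410 ± 4860 to 31940 ± 1470 (SD, n = 3), a log2 change of 0.80 (standard error 0.19, adjusted p = 0.0787 in edgeR), which was above 0.1 without day 10 replicate 2 or without any one day 40 library (at most 0.359). Most of this rise lay in exonic part E5 of mbl, which rose from 10400 ± 3670 to 22700 ± 1070 (SD, n = 3) normalized counts. These counts do not separate linear from circular RNA, so a rise of linear mbl mRNA is not shown. mbl is among the 21 genes of the list that were lower in photoreceptors. As a set, the 30 genes had a p-value of 0.0863 toward lower expression with camera and 0.0299 with fry, and without day 10 replicate 3 the camera p-value was 0.0258. The fry p-value was 0.0793 with upper-quartile normalization, 0.124 under a replicate block and from 0.0407 to 0.151 with one library left out, where it was under 0.05 only without day 10 replicate 3. The 21 genes alone, a list chosen after seeing the data, had p-values of 0.0424 with camera and 0.104 with fry. With one library left out, the camera p-value ranged from 0.00275 (without day 10 replicate 3) to 0.228 (without day 10 replicate 1). The fry p-value ranged from 0.0134 to 0.364, without the same replicates. With DESeq2, 3 of the 30 genes passed, because Hrb98DE, with a log2 change of -0.42 in edgeR, had an adjusted p-value of 0.0487. SF2, which was counted together with its overlapping genes Sulf1 and CG44044, changed by 0.04 (standard error 0.11). From the small number of splicing-related genes with decreased expression in eyes, the paper speculates that photoreceptor neurons might be more vulnerable to such decreases than other cells of the eye.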

We speculate that photoreceptor neurons might be more vulnerable to age‐associated decreases in splicing factor expression, and consequently altered splicing, than other cell types in the eye.

While our data demonstrate that proper splicing is necessary for visual function, it also raises the question of whether changes in alternative splicing or increased biogenesis of noncanonical circRNAs drive visual senescence. Could the genes with altered splicing patterns or increased circRNA levels in aging photoreceptors contribute to visual senescence? A number of splice‐site mutations have been identified in age‐related diseases including age‐related macular degeneration and Hutchinson‐Gilford progeria (Allikmets et al., 1997; De Sandre‐Giovannoli et al., 2003). In addition, expression of splicing factors has been shown to directly modulate senescence and lifespan (Harries et al., 2011; Heintz et al., 2017; Holly et al., 2013; Tang et al., 2013). Here, we find that seven of the genes with altered splicing in aging *Drosophila* photoreceptors have predicted human orthologs associated with human eye disease (Supporting Information Table S5). At least one of the genes with altered splicing in aging photoreceptors provides an intriguing candidate for a link between defective splicing and reduced visual function: *dlg1* shows an age‐related change in its splicing profile that would favor expression of a protein product lacking its N‐terminal domain, which is necessary for visual function (Supporting Information Figure S3; Mendoza‐Topaz et al., 2008). Expression of RNAi against *Psi *also increased the proportion of the transcript that lacks the N‐terminal domain, although these changes were not statistically significant due to high variability in the *Psi* qPCR data for this gene (Figure 5b). Potential transcript isoform switching is also observed for genes such as *scro*, *cac,* and *CadN,* but the functional consequences of these changes are unknown. We note that several of the age‐associated splicing changes observed do not seem to represent switches between annotated transcript isoforms, but might instead represent intron retention or mis‐splicing events (e.g., *trpl*, *bnl*, *dysc*; Supporting Information Figure S3).

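Other features of bnl moved opposite to E6 in usage in the eye libraries. E3, E4 and E7 fell by 1.65, 0.94 and 1.81 on the log2 scale in usage (standard errors 0.33, 0.22 and 0.33), and the junction J13 fell by 2.11 (standard error 0.41). E4 and E7 belong to all 3 annotated transcripts of bnl, as E6 does, and E3 belongs to 2 of them. E4 fell from 12.1% ± 0.281 (SD, n = 3) of the counts of the gene to 6.71% ± 0.381 (SD, n = 3). E6 held 76.1% of these counts at day 10 and 88.5% at day 40, so its rise alone lowers the usage of the others. In normalized counts, E4 rose from 69.5 ± 22.6 to 140 ± 21.4 (SD, n = 3). Those of E3 (50.1 and 56.8), E7 (49.1 and 53.3) and J13 (23.5 and 19.2) differed by less than their SD at day 10. Expression of bnl rose from 572.6 ± 185 to 2086 ± 292 (SD, n = 3) normalized counts, a log2 change of 1.85 (standard error 0.23, adjusted p = 0.00602 in edgeR). Without adjustment, 7 of the 10 tested features of bnl had a p-value under 0.05 in edgeR.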

Several of the circRNAs that accumulate in both aging photoreceptors and in the eye include genes that are required for visual function and/or photoreceptor health. For example, *Calx* encodes a calcium/sodium exchange channel that suppresses retinal degeneration caused by toxic levels of calcium in photoreceptors, a consequence of light stress in flies (Chen et al., 2017; Wang et al., 2005). We observed both differential splicing and circRNA increases at *Calx *(Supporting Information Figure S3). 

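E8 of Calx, the only exonic part of the gene that overlaps the paper's primers for the circular RNA, lies on chromosome 3R from 20992241 to 20994423 and belongs to all 9 annotated transcripts. It held 28.6% ± 5.27 (SD, n = 3) of the counts of the gene at day 10 and 30.0% ± 2.13 (SD, n = 3) at day 40, a log2 change in usage of 0.11 (standard error 0.25, adjusted p = 1 in edgeR), and the change was -0.01 without day 10 replicate 3. Counts on an exonic part do not separate linear from circular RNA. E4 of Calx, which belongs to 1 transcript, rose from 0.750% ± 0.0643 to 1.17% ± 0.278 (SD, n = 3).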

Two recent reports suggest that a subset of circRNAs are translated, suggesting potential regulatory roles during aging (Legnini et al., 2017; Pamudurti et al., 2017). Like the translated circRNAs identified in these studies, the *Calx *circRNA contains a start codon and could be a potential target for translation; however, we have not examined this possibility. As we observe a correlation between visual senescence, alternative splicing, and circRNA biogenesis, we conclude that both types of changes in splicing could contribute to the age‐associated decline in visual behavior.

Tight regulation of the expression of splicing factors is necessary for proper splicing outcomes (Matlin, Clark, & Smith, 2005; Shin & Manley, 2004), and splicing factors themselves exhibit altered patterns of age‐related splicing (Rodríguez et al., 2016). In our data, we observe age‐associated differential splicing of several splicing‐related genes including *muscleblind* (*mbl*) and *Protein on ecdysone puffs* (*Pep)*. Thus, one intriguing possibility suggested by our study is that small perturbations in splicing could progressively cause further changes in splicing, leading to a “snowball” effect. Together, these data suggest that cumulative and progressive changes in the relative levels of spliceosomal components including splicing factors might contribute to chronological aging, especially in long‐lived postmitotic cell types such as neurons.

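In eyes, E5 of mbl on chromosome 2R from 17275410 to 17276063, which belongs to all 13 annotated transcripts, rose in usage from 55.4% ± 5.44 (SD, n = 3) of the counts of the gene at day 10 to 71.1% ± 0.657 (SD, n = 3) at day 40. The log2 change was 0.98 (standard error 0.23, adjusted p = 1 in edgeR). E4 and E16 of mbl changed by -0.77 (standard error 0.20) and -0.66 (standard error 0.21). In normalized counts, E5 rose from 10400 ± 3670 to 22700 ± 1070 (SD, n = 3). Those of E4 (384 and 392) and E16 (312 and 338) differed by less than their SD at day 10. The rise of E5 alone therefore lowers their usage. Whether linear or circular RNA of mbl carried the rise of E5 cannot be told from these counts. The new junction N51 had 0, 1 and 0 counts at day 10 and 10, 15 and 15 counts at day 40 (adjusted p = 0.901 in edgeR). With DESeq2, the adjusted p-value was 0.0203 for N51, while it was 0.411 for E5 and 0.528 for E4. None of the 14 tested features of Pep (FBgn0004401) had an unadjusted p-value under 0.05 in edgeR, and the lowest was 0.325. Pep is not among the events of the authors' deposited table for eyes, and the photoreceptor libraries were not used here.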

## 4 EXPERIMENTAL PROCEDURES

See Supporting Information.

## 5 DATA AVAILABILITY

RNA‐seq expression data are accessible through Gene Expression Omnibus (GEO) repository under series accession numbers GSE83431 and GSE106652. Supporting data, scripts, and JunctionSeq output files including graphical splicing representations for significant genes has been deposited at the Purdue University Research Repository (PURR) as a publically available, archived data set and can be accessed using https://doi.org/10.4231/R7ZG6QGD

## CONFLICT OF INTEREST

The authors declare that they have no competing interests.

## AUTHOR CONTRIBUTIONS

RS conceived the study and performed the eye RNA‐seq studies, qPCR, and phototaxis. HH performed the photoreceptor RNA‐seq studies and qPCR analysis. SEE performed phototaxis, luciferase assays, and optical neutralization. HCC generated the Rh1‐luc flies. Data were analyzed by RS and VMW. RS and VMW wrote the manuscript in consultation with the other authors.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

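RNA-seq of dissected eyes from male flies was analyzed at day 10 (3 libraries) and day 40 (3 libraries). The authors deposited raw counts per library for each gene, exonic part, annotated junction and new junction, with FlyBase identifiers, laid out for JunctionSeq. They also deposited a table of their JunctionSeq comparison with a log2 fold change, a p-value and an adjusted p-value for each feature. The signal values of this table, per its header, are counts that the authors divided by size factors and averaged over libraries, or fitted per age, before it was deposited. The aligner and the annotation release are not named in the text used here. The Supporting Information methods were not used here. Feature positions are those of the authors' table, with 1 added to its start coordinates, which begin at 0. Of 11882 genes matched by symbol to Release 6 of the genome, 99.8% overlapped their Release 6 position. Symbols were found for 17253 of 17560 gene identifiers.

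Counts on genes ranged from 8946125 to 15029770 per library at day 10 (median 13046831) and from 8476220 to 12686867 at day 40 (median 10025985). The libraries all differed from each other by more than counting error, so each was taken as a separate replicate. Usage was tested with edgeR 4.0.16 in R 4.3.3. Each feature and library had a count of the feature and a count of the rest of its gene, and the model held a term for each library, a term for the row and the interaction of row and age, which was tested. Features needed a mean normalized count of at least 5, and groups of overlapping genes were left out, as in the authors' table. Adjusted p-values are from the Benjamini-Hochberg method, with a threshold of 0.05 for usage and 0.1 for gene expression as in Table S4 of the paper. Gene expression was tested with edgeR's quasi-likelihood test with TMM normalization and its default filter, gene lists with camera (correlation 0.01) and fry from limma 3.58.1. DESeq2 1.42.0 was an alternative for both. An adjusted p-value that DESeq2 did not give was left out. Where all libraries at one age had 3 counts or fewer, a fold is given as a lower bound against 3 counts. Normalized counts in the text are counts divided by median-ratio size factors.

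Both tests were tested on simulated data made from the counts of the 6 libraries. For usage, 200 of 59968 features were changed by 2 on the log2 scale, and with an added spread of 0.15 on the natural log odds scale edgeR recovered 198 and DESeq2 189. The share of unchanged features with a p-value under 0.05 was 4.72% in edgeR and 1.21% in DESeq2. For gene expression, 200 genes were changed by the same amount, and edgeR recovered 178 and called 29 others with 9026 genes tested, and DESeq2 recovered 178 and called 42 others.

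The alternatives set before the data were examined were another test (DESeq2, diffSpliceDGE), other count minimums (1 and 10), known features only, other thresholds, another normalization, leaving out each library in turn and a replicate block. Added after the data were seen were groups of overlapping genes, the share of junction reads as a covariate and limma on log2 odds with or without count weights. Also added were fry and sublists for the splicing-related genes. The genes named are those that the paper names for eyes or lists in Table S1, and the 10 events and the 5 rising and 5 falling genes with the lowest p-values whose 3 values at one age all lay above the 3 at the other. Gene Ontology terms and coding regions were not used here, so no share of events in coding sequence was computed. JunctionSeq was not used here. With 3 libraries against 3, an exact test of a single value cannot give a p-value under 0.1.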

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

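The test in this part was chosen after the result was seen. The authors' deposited table, and so the paper, covers no feature in groups of overlapping genes, in which 36143 features passed the count minimum. With DESeq2, 35 features in 19 of these groups had an adjusted p-value under 0.05, when groups and single genes were tested together. With edgeR, none did; the lowest adjusted p-value in groups was 0.309, and 1472 features in groups (4.07%) had an unadjusted p-value under 0.05.

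The event with the most counts was E10 of the group of Ank2 and CG44195, with a mean of 90520 normalized counts. It held 51.4% ± 2.35 (SD, n = 3) of the counts of the group at day 10 and 75.2% ± 1.35 (SD, n = 3) at day 40, a log2 change in usage of 1.52 (standard error 0.20, adjusted p = 0.568 in edgeR and 2.33e-07 in DESeq2), while the counts of the group rose by 0.90 on the log2 scale (adjusted p = 0.0903 in edgeR, and up to 0.435 with one library left out). The groups named here were chosen after their values were seen. In the group of DptB and CG43109, E2 rose from 57.7% ± 12.9 to 96.1% ± 0.607 (SD, n = 3), while the counts of the group rose by 3.07 on the log2 scale (adjusted p = 0.0104 in edgeR). Usage within a group could change because one of its genes changed in expression and another did not. Of the 19 groups with an event, 8 were differentially expressed in edgeR, against 8 of the 20 single genes with an event in the same fit (Fisher's exact test, two-sided p = 1). The counts of a group do not give the expression of each gene in it, so a change in splicing and an unequal change in expression cannot be told apart for these groups. An effect of age on splicing stays open and was not tested separately.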

How the results depend on the processing

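The fits with groups of overlapping genes, with the junction share, with limma and with fry were chosen after the results were seen. DESeq2's likelihood ratio test gave 25 events in 18 genes (13 higher, 12 lower at day 40) and diffSpliceDGE gave 12 in 10 genes (8 higher, 4 lower) in place of 2 events in 2 genes (1 higher, 1 lower). A count minimum of 10 left 1 event in 1 gene, which was lower (0 higher); E13 of dysf has too few counts to be tested there. A minimum of 1 and known features only each gave 2 events, both shared. With an adjusted p-value under 0.01, no event was left (0 events, 0 genes). Across the 6 fits that each left out one library, the events ranged from 0 to 2, the genes from 0 to 2, those higher from 0 to 1 and those lower from 0 to 1. Only the fit without day 10 replicate 1 gave 2, with 3321 features at an unadjusted p-value under 0.05 against 1812 with all libraries, and without any other library there were 0 events, with 1195 to 2056 features at an unadjusted p-value under 0.05. The fit with groups of overlapping genes gave 0 events with edgeR (3199 at an unadjusted p-value under 0.05) and 62 events in 39 genes or groups with DESeq2 (23 higher, 39 lower). The share of junction reads as a covariate gave 4 events in 4 genes (2 higher, 2 lower), limma on log2 odds gave 0 events (2232 at an unadjusted p-value under 0.05), and limma with count weights gave 2. Apart from fewer features or libraries, the cause was not tested. The percentage of events in coding sequence was not run.

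The replicate block gave 0 events in 0 genes, with 1546 features at an unadjusted p-value under 0.05. Libraries with the same replicate number showed little shared deviation in gene expression (r = 0.136, -0.068 and 0.068 across 7266 genes for the 3 numbers). Pairs with different numbers ran from -0.144 to 0.106. With 3 libraries per age these values cannot exclude a shared batch, and usage was not checked in this way. The block moved no count of differentially expressed genes by more than 1.5 times (221 higher and 243 lower), and Svil E22 changed by 0.08 under it.

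The share of junctions among events was below the 37.3% of tested features in edgeR and above it with DESeq2 (48%), diffSpliceDGE (50%) and the junction share as a covariate (50%), with Fisher's exact p-values of 0.303, 0.388 and 0.633. With groups of overlapping genes under DESeq2 it was below the tested share (32.3% against 35.9%, Fisher's exact test, p = 0.598). The difference in mean log2 count between events and other features was 0.13 with diffSpliceDGE, 0.21 with a minimum of 1, 1.44 with a minimum of 10, 0.46 with groups under DESeq2 and 0.83 with the covariate, in place of -0.62. All of the permutation p-values were above 0.05. Settings that gave no event gave no value for either.

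Fewer genes were differentially expressed when a day 40 library was left out. Across the 6 fits that each left out one library of either age, genes higher at day 40 ranged from 74 to 233 and genes lower from 41 to 226. Without day 40 replicate 1, 2 or 3 there were 81, 74 and 100 higher and 41, 42 and 46 lower. DESeq2 gave 323 lower (278 higher). An adjusted p-value under 0.05 left 128 higher and 93 lower, and one under 0.005 left 19 and 11. For the splicing-related genes, those past the threshold ranged from 0 to 2 with one library left out, and 0 remained at an adjusted p-value under 0.05 or under 0.005, where 4 had an unadjusted p-value under 0.05. The number with a log2 change below 0 stayed within 20 to 22. Its exact binomial p-value was 0.0987 without day 10 replicate 1 or 2 and 0.0161 without day 40 replicate 1, against 0.0428 with all. The camera p-value of the list ranged from 0.0258 (without day 10 replicate 3) to 0.306 with one library left out, against 0.0863 with all. The fry p-value ranged from 0.0407 (without day 10 replicate 3) to 0.151, against 0.0299 with all. The cause was not tested.

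The median usage change of exonic parts under circular RNA primers ranged from -0.056 to 0.103 with one library left out. It was -0.007 without day 10 replicate 2 and -0.056 without day 40 replicate 1, in place of 0.037. The number of qPCR ratios whose libraries do not overlap between ages stayed within 1.5 times. Single features with small changes reversed, and the cause was not tested. With one library left out, the log2 changes reached 0.32 for Calx E8, 0.55 for dpy J90, 0.34 for cac E16, 0.46 for cac E18, 1.01 for shot E7, -0.12 for CadN E19, 0.68 for dysc E3, 0.22 for Svil E13, -0.67 for Svil E22, 0.19 for trpl E3 and 0.59 for trpl E4 on the side of the value with all libraries. Without day 10 replicate 1, the log2 change was -0.22 for dpy J90, -0.14 for cac E16, -0.04 for cac E18, -0.02 for shot E7, -0.16 for dysc E3, -0.04 for Svil E13 and -0.01 for trpl E4. Without day 10 replicate 2, it was 0.68 for Svil E22. Without day 10 replicate 3, it was -0.01 for Calx E8, 0.11 for CadN E19, 0.15 for Svil E22 and -0.09 for trpl E3. Without day 40 replicate 1, it was -0.01 for cac E16, 0.15 for CadN E19 and -0.26 for trpl E3. Without day 40 replicate 2, it was 0.12 for Svil E22, and without day 40 replicate 3 it was 0.00 for Svil E13. With diffSpliceDGE, cac E16 was -0.02, CadN E19 was 0.07 and Svil E22 was 0.06. Named parts that held most of the counts of their gene had smaller log2 changes with diffSpliceDGE, which sets each feature against all features of its gene. These were 0.39 for bnl E6, 0.42 for mbl E5, -0.47 for Abl E1 and 0.44 for scro E2. In the main fit they were 1.28, 0.98, -0.99 and 0.73. Svil E22 was 0.19 with DESeq2, with or without groups, and 0.64 with limma. With the junction share as a covariate, cac E16 was -0.04, CadN E19 was 0.01 and trpl E3 was -0.02, and with limma and count weights CadN E19 was 0.01. Among all named features, 2 lost and 14 gained an adjusted p-value under the threshold under at least 1 alternative, and 11 reversed. For gene expression, CG7564, mbl, Abl, CG32795 and the groups of CG6424 with Uhg1 and of Ank2 with CG44195 had adjusted p-values of up to 0.332, 0.359, 0.212, 0.256, 0.361 and 0.435 with one library left out, all under 0.1 with all libraries. bnl was past 0.1 and 0.05 but not 0.005, and Hrb98DE was past 0.1 only with DESeq2.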

Differences from the paper's values

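The paper reports 75 differential splicing events in 48 genes, against 2 events in 2 genes here. The log2 changes of features tested in both ranked alike (Spearman correlation 0.986). The gap therefore lies in how small the p-values were, not in the changes themselves. Table S2 of the paper has 37 events higher and 38 lower at day 40, against 1 and 1. The paper counts 52 exonic parts and 16 annotated junctions, and Table S2 has 7 new junctions, against 2, 0 and 0 here, where 1812 features had an unadjusted p-value under 0.05. None of the alternatives set before the data were examined closed these gaps. The highest were 25 events in 18 genes with DESeq2's likelihood ratio test, all among the 75, and 12 events with diffSpliceDGE, of which 9 are. With DESeq2, these events include features of bnl (E6, E7, J10), dlg1 (E28, E29, J71), dpy (J103), cpx (J42), mbl (N51), ome (E2), pit (E3), Rgk1 (N40) and CG44774 (N25), and diffSpliceDGE calls those of Rgk1, ome, pit and CG44774 and E28 and J71 of dlg1. With groups of overlapping genes, a setting chosen after seeing the values, DESeq2 gave 62 events in 39 genes or groups, of which 27 are among the paper's 75; J40 of SK is one that only this setting calls.

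The paper gives 22.9% of events in eyes as splice junctions, against 0% here. None of the alternatives set before the data were examined that gave events closed this gap; DESeq2 gave 48% and diffSpliceDGE 50%. The events in the authors' deposited table give 30.7%.

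Table S4 of the paper has 347 genes with lower expression at day 40, against 183 here. Set before the data were examined, DESeq2 (323), no filter on low counts (236) and the replicate block (243) came within 1.5 times of the paper's number, and the other alternatives did not. Table S4 of the paper has Hrb98DE past its threshold, as DESeq2 does here, while its adjusted p-value was 0.147 in edgeR.

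The ratios of splicing events in Fig. 5a were measured by qPCR in other eye samples, and are set here against ratios of counts as the fold of day 40 over day 10. A ratio counts as different when the folds are more than 1.5 times apart and, on the log2 scale, further apart than the larger replicate SD of that ratio, a condition left out where a library has 3 counts or fewer. For bnl, the paper's E6/J12 is about 1.7 in Fig. 5a, read by eye, and was 0.386 here, and the paper's J12/J10 is about 2.2 in Fig. 5a and was 15.9 here. The junction J12 had 0, 0 and 6 counts at day 10, so J12/J10 and E6/J12 rest on the 0.5 added to each count. With 1 added, J12/J10 was 10.1 and E6/J12 was 0.598. With one library left out, J12/J10 ran from 9.64 (without day 10 replicate 1) to 27.6 (without day 10 replicate 3). E6/J12 ran from 0.212 (without day 10 replicate 3) to 0.549 (without day 10 replicate 2). For Calx, the paper's values are about 1 for E5/E4, about 2.7 for E8/E4 and about 3 for E8/E5 in Fig. 5a, read by eye, against 0.52, 0.697 and 1.34 here. For dlg1, the paper's values are about 1.5 for E12/E16, about 8 for E29/E12, about 12 for E29/E16 and about 1 for E29/E28 in Fig. 5a, read by eye, against 0.822, 3.33, 2.74 and 0.499 here. E29/E28 no longer counted as different without day 10 replicate 1 (0.705) and without day 40 replicate 1 (0.574), the latter because of its SD of 0.90 on the log2 scale. For dpy, the paper's J90/J103 is about 2 in Fig. 5a, read by eye, and was 0.31 here, so the direction differs. The authors' deposited table has J103 rising by 2.1 on the log2 scale, against 2.01 here. The difference is thus between qPCR and RNA-seq counts, not between 2 analyses of these counts. The folds of E6/J12 of bnl, E8/E4 of Calx and E12/E16 of dlg1 also lie on the other side of 1, but their libraries overlapped between ages. Apart from those named, none of the alternatives set before the data were examined closed these gaps.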

Other observations

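All tests in this part were chosen after the results were seen, except those on circular RNA primers, on marker lists and on the ratios of Fig. 5a. There are 10 ways to split the 6 libraries into 3 and 3. In edgeR, 1 of the 10 splits, the real one, gave as many as 2 events, and the others gave 0 events, with 1173 to 3283 features at an unadjusted p-value under 0.05. With DESeq2, 1 of the 10 splits, the real one, gave as many as 25 events, and the others gave at most 2. For gene expression, 1 of the 10 splits, the real one, gave as many as 381 genes, and the others gave 0 genes, with 183 to 473 at an unadjusted p-value under 0.05. With 10 splits this share cannot fall under 0.1, so the number of splits alone does not exclude chance.

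At an unadjusted p-value under 0.05, the real split gave 1812 features in edgeR, and 5 of the 9 other splits gave more (1886, 2293, 2323, 2472 and 3283). The split with 3283 parts day 10 replicate 1 and day 40 replicates 2 and 3 from the others. These are the 3 libraries with the lowest junction counts as a percentage of exon counts (16.0%, 18.1% and 17.8%, against 18.8%, 18.9% and 19.9%). A difference in this share between libraries could add to or hide events. With the share as a covariate, 142 features changed with it at an adjusted p-value under 0.05 in edgeR, 44 of the 47 annotated junctions among them upward. Both of the 2 events, in CG32795 and dysf, stayed past the threshold, which argues against the share as their cause.

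Ribo-depleted RNA holds circular RNA, so a rise of circular RNA with age could raise the usage of the exons that carry it. Over 6 exonic parts under the primers of Table S8 in 4 of its 6 host genes, the median over hosts of the change in usage was 0.037 on the log2 scale. This was at the 54.43 percentile of 10000 random sets of exonic parts of the same mean count. The parts differed. E5 of CG33298, also an event of the authors, rose from 19.6% ± 1.3 to 28.6% ± 0.72 (SD, n = 3) of its gene. Its log2 change was 0.71 (unadjusted p = 0.0128 in edgeR). E8 of Eps-15 and E7 of retn fell, by -0.32 and -0.41. All parts between the primers, 12 in number, had a median of 0.191, at the 95.18 percentile. The other 2 hosts, CG6424 and Rab3-GEF, are counted within groups of overlapping genes. Too few hosts were tested to decide.

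Among all genes, the 5 rising genes with the lowest p-values were Cyp4p2, DptA, the group of Gnmt and CG43630, CG4757 and CG10126. DptA rose from 19.2 ± 4.32 to 1854 ± 781 (SD, n = 3) normalized counts, a log2 change of 6.53 (standard error 0.38). The 5 falling genes were sunz, sowi, the group of rha and tobi, Lsp1beta and Cyp4g1. Cyp4g1 fell from 1703 ± 908 to 13.1 ± 4.41 (SD, n = 3), a log2 change of -7.04 (standard error 0.51), and sunz changed by -4.13 (standard error 0.21). All 10 kept an adjusted p-value under 0.1 in edgeR with each library left out. The KASH-GFP transgene had 26140 ± 6570 normalized counts at day 10 and 32140 ± 4190 (SD, n = 3) at day 40.

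Marker lists for 7 tissues were tested, to weigh other tissue in the dissections. The eye itself holds photoreceptor and glia cells. The neuron list covers general, brain and optic lobe neurons, so it can also reflect brain tissue carried over in dissection. After adjustment over the 7 lists, none passed 0.05 in camera or fry with all libraries and the default filter. With no filter on low counts, the adjusted camera p-values were 0.0467 for fat body, 0.0467 for hemocyte and 0.043 for muscle. With the default filter and without day 10 replicate 2, the adjusted camera p-value for muscle was 0.00108. The median log2 changes were -0.03 for photoreceptor, -0.06 for neuron, 0.12 for glia, -0.23 for fat body, -0.35 for muscle, -0.19 for hemocyte and 0.42 for male accessory gland and testis markers, of which only 2 were tested. The unadjusted camera p-values were 0.783, 0.472, 0.0905, 0.0549, 0.0198, 0.0436 and 0.422. The muscle median was -0.02 without day 10 replicate 3, a library in which the medians of the muscle and photoreceptor markers relative to their means over libraries were 0.66 and -0.39 on the log2 scale. No explanation was tested.

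Of the 20 ratios of Fig. 5a computed from counts, 12 had libraries that did not overlap between ages. Many of their features were among the events that the authors called in these same libraries, and ratios share features, so this number is descriptive and the 10% that chance gives for an unselected ratio does not apply. Each of these 12 had an exact permutation p of 0.1, the smallest that 3 against 3 allows, and an adjusted value of 0.167 over the 20 ratios. The log2 ratio E2/E8 of scro rose by 0.74, from 1.18 ± 0.05 to 1.91 ± 0.10 (SD, n = 3). The log2 ratio E28/E12 of dlg1 rose by 2.74, from 1.94 ± 1.02 to 4.68 ± 0.05 (SD, n = 3).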
